A study of Homo sapiens with 16 samples. Its data were reported in "Human genomic DNA is widely interspersed with i-motif structures" (2024).

How the data were processed

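Purified DNA of MCF7, HEK293T and U2OS cells was immunoprecipitated with iMab at 4 °C, and MCF7 DNA also at 16 °C. The series holds 16 samples, 8 iMab libraries in 4 groups of 2 and 8 input libraries. The input libraries served as the authors' control in peak calling and were not analysed here, since none of the files used holds their values. Per the submitters' processing notes and the paper's methods, the authors trimmed reads with Trim Galore (cutadapt 3.5), aligned them to hg19 with Bowtie2 2.4.5, sorted with SAMtools 1.10, marked duplicates with Picard, removed blacklisted regions with bedtools and called peaks per library with MACS2 2.2.7.1 at default settings. The fold enrichment of each peak is the authors' ratio of the signal at the summit to the local background from the input, as computed by MACS2. The authors also deposited -log10 p and -log10 q (Benjamini-Hochberg) at each summit, and the lowest -log10 q in the lists was 1.30. The 5 deposited intersections were made by the authors with bedops and hold the parts of peaks common to the lists. The lists give no read counts, so depth could not be weighed, and the precision stated is that of numbers of peaks.

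Peak lists were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, sequence was drawn from GRCh37 with samtools 1.23.1, figures were made with matplotlib 3.10.9, and windows were tested in R 4.3.3 with limma 3.58.1. Genes came from GENCODE 44 mapped to GRCh37. Peak numbers and rebuilt intersections covered all sequences, and the other results covered the 24 main chromosomes. Libraries were compared by the Jaccard index over bp, and groups by exact permutation over every way to pair the libraries. Regions shared by 3 lines were set against 100 random placements of each line's regions, of the same length on the same chromosome outside gaps. A line-restricted peak was found in both libraries of a line and overlapped no peak of the other 4 libraries at 4 °C by 1 bp or more.

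Summits were counted in windows of 1 Mb, kept at a mean of at least 5 summits, and expressed as log2 of the summits plus a pseudocount of 1, scaled to the library total. Each line was compared with the mean of the other lines, and MCF7 at 16 °C with 4 °C, by limma (lmFit, eBayes with trend), with Benjamini-Hochberg adjusted p below 0.05 as the threshold. The contrasts between lines share their libraries. A window was counted as separate where each library of a group lay above, or each below, every library compared with it.

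Summits were assigned to features in the order promoter (1 kb each side of a TSS), 5' UTR, 3' UTR, coding exon, other exon, intron and intergenic, with the TSS of basic transcripts of protein-coding and lncRNA genes. Shares were set against positions placed at random, either plainly or matched on the GC content within 100 bp. The random gene lists described below were matched on promoter GC in 20 bins. The sequence pattern was a run of at least 3 C followed by 3 further such runs, with loops of 1 to 12 bases, on either strand. Intervals on shares are Wilson intervals at a confidence level of 95%, and they cover counting error only.

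Gene lists were tested by the share of protein-coding genes with a shared region within 1 kb of a TSS, by two-sided Fisher's exact test against all other protein-coding genes with Benjamini-Hochberg adjustment over 24 lists, and were placed among 10000 random gene lists matched on promoter GC. The 24 lists were promoters known from i-motif or G-quadruplex studies, promoters tested by the study, HOX genes, developmental transcription factors, potassium channels, sodium and calcium channels, neurotransmitter receptors, collagens with laminins and fibrillins, RHO GTPase regulators, protocadherins and cadherins, olfactory receptors, keratins with keratin-associated proteins, replication-dependent histones, cytosolic ribosomal proteins, the nuclear-encoded respiratory chain, ZNF genes, G0/G1 and quiescence, DNA replication, mitosis, luminal breast, bone and mesenchymal, embryonic kidney and neural genes, the MCF7 gains on 17q23 and 20q13, and the MCF7 9p21 deletion. The last 5 were also tested against line-restricted peaks, as 15 tests.

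The genes and windows named follow a rule written before the data were examined. It takes each member of the i-motif, study-tested and 9p21 lists and up to 4 of each other list, the 10 best-ranked promoters of shared regions, up to 10 of restricted peaks per line, 5 per direction for temperature, and the 5 windows with the largest change per contrast and direction, with neighbours joined. Joined windows carry the value of the window with the largest change. Ranks are percentiles of fold enrichment within a list, and the lowest percentile over the libraries concerned is given. Genes named in windows but outside the lists were chosen after the values were seen, to place the window, as were the windows that hold the gain list and the chromosomes named.

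Alternatives were peaks with -log10 q of at least 5, lists cut to equal length, reciprocal overlap of 50%, regions of at least 30 bp, windows of 0.5 and 2 Mb, a pseudocount of 0.5, no filter, scaling to the median window, the replicate number as a block, a promoter ending 100 bp downstream, promoters of 2.5 kb each side, whole peaks, protein-coding TSS, loops of 1 to 7, runs of 5 C with loops to 19, and leaving out each library in turn. The canonical transcript's TSS alone, and leaving out each library for feature shares, were chosen after seeing the data.

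The window test was tested on simulated data with 200 changed windows. At a fold of 2 it recovered 79.5% for MCF7, 75.5% for HEK293T, 77.5% for U2OS and 67.5% for temperature, with 12, 9, 16 and 10 false calls. At a fold of 1.5 it recovered 7% for MCF7, 0% for HEK293T, 10.5% for U2OS and 5.5% for temperature, and with no change it made no calls. These rates describe the simulated setting alone and not the calls in the data. There 514 windows were called higher and 489 lower in MCF7, and the EYA2 window was called at a log2 difference of 0.48. The pattern search, tested on simulated data, found the pattern in 200 of 200 planted sequences and in no others of 2000. The list test called 100% of 200 simulated lists of 60 genes at a share of 0.5 against 0.1, and 3.5% where the shares were equal.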

Results

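The data are lists of genomic regions pulled down by iMab, an antibody fragment raised against the i-motif, a folded structure of cytosine-rich single strands. DNA freed of protein came from MCF7 (a breast cancer line), HEK293T (an embryonic kidney line) and U2OS (an osteosarcoma line), was sheared, heated and cooled, and was incubated with the antibody at 4 °C. MCF7 DNA was also incubated at 16 °C as a control for temperature. Each of the 4 groups had 2 iMab libraries, and each library had its own input library, so that 8 peak lists came from 16 samples. Replicates were cultures split from a single frozen vial after the second passage, and the p-values that compare libraries measure the spread between such cultures, while those of gene lists compare genes within a single set of regions. The lists give no read counts, so the depth of each library is unknown and every interval given here covers counting error only. The fold enrichment of each peak is the authors' own value and was used only to rank peaks within a list.

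Peak numbers differed more between replicates than between groups. MCF7 at 4 °C had 135653 ± 39999.6 peaks per library (mean ± SD, n = 2), HEK293T 123106 ± 16193.5, U2OS 111255 ± 41577.9 and MCF7 at 16 °C 98154.5 ± 10374 (n = 2 in each). The lists ran from 81855 peaks in U2OS replicate 2 to 163937 in MCF7 replicate 1 at 4 °C. The covered sequence was 37.6 ± 10.98 Mb in MCF7 at 4 °C, 33.8 ± 2.13 Mb in HEK293T, 27.9 ± 8.45 Mb in U2OS and 24.2 ± 4.58 Mb in MCF7 at 16 °C. An exact permutation over the 105 ways to pair the 8 libraries gave p = 0.676 for the spread between groups.

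The next question was whether libraries of a cell line shared more sequence than libraries of different lines. The Jaccard index (shared bp over covered bp) of the same-line pairs averaged 0.501, with a range of 0.472 to 0.522 over the 3 lines. Pairs from different lines averaged 0.473 ± 0.0343 (SD over 12 pairs, 0.407 to 0.533). The real pairing had the highest mean of the 15 pairings, a one-sided exact p of 0.0667, which is the smallest p that the design allows. For the 4 MCF7 libraries the index was 0.484 within and 0.443 ± 0.0616 between temperatures, an exact p of 0.333, again the smallest possible with 3 pairings.

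Among promoters with a region found in all 3 lines, the best-ranked was that of RABEP1, a regulator of endosome fusion, with a region on chromosome 17 at 5185230 to 5185554 (GRCh37), centred 187 bp upstream of the transcription start site (TSS). Its fold enrichment lay at or above the 98.8th percentile of each of the 6 lists at 4 °C. TNNI3, which encodes cardiac troponin I, followed with a lowest percentile of 98.1 at an intronic region on chromosome 19 (55666327 to 55667455). DHRS13 reached 97.4, and a region at the promoters of both DCUN1D2 and TMCO3, on chromosome 13 at 114145507 to 114145926, reached 96.9. SRC, a tyrosine kinase, held a region on chromosome 20 (35974283 to 35974599, lowest percentile 96.2). IFIT3, an interferon-induced gene, reached 95.6 on chromosome 10 (91095823 to 91096156), and MAGEF1 reached 95.1. SCRT1, a zinc finger repressor of neurons, and ADCK5 lay close together on chromosome 8, each with a lowest percentile of 94.9.

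The 3-line intersection held 53153 regions with a median length of 210 bp. All 5 deposited intersections were rebuilt from the peak lists with identical regions, namely 96086 for MCF7, 86826 for HEK293T, 72320 for U2OS and 62079 for MCF7 at 16 °C beside the 3-line set. On the main chromosomes 73.2% of U2OS regions, 60.6% of HEK293T regions and 54.7% of MCF7 regions overlapped both other lines. No overlap with either other line was found for 10.3% of U2OS, 16.8% of HEK293T and 22.2% of MCF7 regions. Random placement of each line's regions on the same chromosomes gave 20.28 ± 4.14 regions common to 3 lines (SD of 100 placements, highest 30) where 52936 were observed. The placement was not matched on GC content or sequence. It therefore cannot tell how much of the overlap follows from sequence that the lines have in common. Strong peaks were shared more often than weak ones. In the strongest 10% by fold enrichment 97.8% to 99.8% of a library's peaks lay in all 6 lists, and in the weakest 10% 5.55% to 44.5% did.

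**Figure D1:**
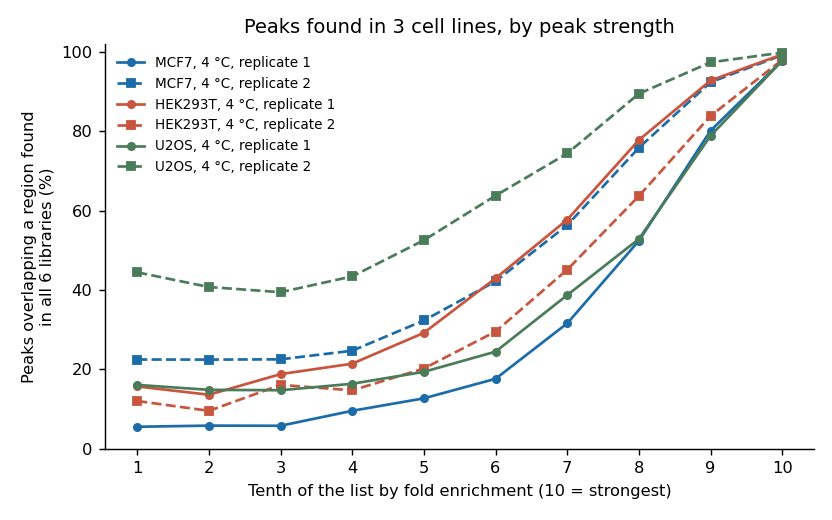
The x axis gives 10 classes of each list by rank of fold enrichment (10 is the strongest, tied peaks stay together) and the y axis the percent of a class's peaks that overlap a region found in all 6 libraries at 4 °C; each line is 1 library, coloured by cell line. The strongest classes reach 97.8% to 99.8%, and the weakest lie between 5.55% and 44.5%.

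Peaks found in both libraries of a line and in none of the other 4 libraries were sought next. MCF7 had 5552, HEK293T 2923 and U2OS 1369, and they lay at the promoters of 243, 187 and 35 protein-coding genes. In MCF7 the best-ranked were KCND3, a voltage-gated potassium channel gene (chromosome 1, 112532215 to 112532467, 51 bp upstream of the TSS), ATOSA (chromosome 15, 52970941 to 52971197) and TBL1XR1, a corepressor subunit gene (chromosome 3, 176914567 to 176914730). TM7SF2, ZSCAN5A, CYRIA, DLGAP4, PPP1R12B, PRKAG3 and the potassium channel gene KCNK13 completed that group. In HEK293T they were SSX2IP (chromosome 1, 85155920 to 85156282), KRTAP5-6, which encodes a hair keratin-associated protein (chromosome 11, 1717159 to 1717431), SUSD4, CIRBP, CATSPERE, PRKAG2, CAMTA1, KIAA1210, the glutamate receptor gene GRM2 and CT47A12. In U2OS they were VSIG10L (chromosome 19, 51845243 to 51845414), FAM111A, OCIAD1, PROZ, OR56A4, GAB2, SHF and DDX20 among named genes. Even these peaks were of middling strength, since KCND3 had a lowest percentile of 66.8, SSX2IP of 66.98 and VSIG10L of 53.1. The 3 counts summed to 9844, while the highest sum of another pairing of the 6 libraries was 11120 (one-sided exact p = 0.2). A mixed pair, MCF7 replicate 1 with U2OS replicate 1, had 7951 such peaks, more than any line. With lists of equal length MCF7 had 2850, HEK293T 2552 and U2OS 2578, and the sum was 7980 against at most 5413 in other pairings, an exact p of 0.0667, the smallest possible. The sum rose to 36859 without MCF7 replicate 2, 30529 without U2OS replicate 2, 29894 without HEK293T replicate 1 and 15906 without HEK293T replicate 2, since a peak then needed only the remaining library of its line.

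The 5 lists tied to a cell line were tested against these restricted peaks. Of the 20 genes of the MCF7 gains on 17q23 and 20q13, 4 had an MCF7-restricted peak at the promoter, against 1.21% of other genes (odds ratio 20.4, two-sided Fisher's exact test, adjusted p = 0.00138 over 15 tests). They were BCAS1 and ZNF217, both known from the 20q13 amplicon, the DNA helicase gene BRIP1 and the steroid receptor coactivator gene NCOA3. The 20 genes are neighbours within 11 windows of 1 Mb, with BCAS1 and ZNF217 in the same window. Fisher's exact test treats them as independent, so its p-value overstates the evidence. Of 20 luminal breast genes, the trefoil factor gene TFF1 alone had an MCF7-restricted peak (exact p = 0.219). CDKN2A, the p16 tumour suppressor gene, had a HEK293T-restricted peak, 1 of 3 genes of the 9p21 deletion list (exact p = 0.0281, adjusted p = 0.211). IGF2BP1, a fetal RNA-binding protein gene, was the only 1 of 20 embryonic kidney and neural genes with a HEK293T-restricted peak (exact p = 0.173). None of the 20 bone and mesenchymal genes had a U2OS-restricted peak (Fisher's exact test, p = 1), and 1 of the 15 tests passed the adjusted threshold while 2 had an unadjusted p below 0.05.

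Peak summits per 1 Mb window showed where the lines differed most. MCF7 was highest over the other lines on chromosome 3 at 64000001 to 65000000, the window of PSMD6, PRICKLE2 and ADAMTS9, with a log2 difference of 2.06 ± 0.10 (SE, limma adjusted p = 3.14e-09, n = 2 libraries per line). The mean summit number there was 174.5 in MCF7, 45.5 in HEK293T and 28 in U2OS. MCF7 was also higher on chromosome 15 at 50000001 to 52000000 (2.03 ± 0.20, ATP8B4 and TRPM7), on X at 14000001 to 15000000 (1.92 ± 0.25, with the glycine receptor gene GLRA2), on chromosome 12 at 83000001 to 84000000 (1.85 ± 0.23, TMTC2) and on chromosome 13 at 34000001 to 35000000 (1.64 ± 0.15, the replication factor gene RFC3). It was lower in the gene-poor window on chromosome 4 at 182000001 to 183000000 (-2.13 ± 0.22), on chromosome 18 at 48000001 to 49000000 (-1.59 ± 0.17, with SMAD4, a mediator of TGF-beta signalling), on chromosome 13 at 66000001 to 68000000 (-1.38 ± 0.19, the protocadherin gene PCDH9) and on chromosome 1 at 87000001 to 88000000 (-1.29 ± 0.15, LMO4) and at 95000001 to 96000000 (-1.27 ± 0.14, with the tissue factor gene F3). Some of these differences lay mainly against a single line. The GLRA2 window had mean summits of 24.5 in MCF7, 16.5 in HEK293T and 1 in U2OS. The PCDH9 window had 9.5 in MCF7, 11.5 in U2OS and 43.5 in HEK293T.

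The windows that hold the MCF7 gain list were higher in MCF7. The window of BCAS3, BRIP1, INTS2 and TBX2 on chromosome 17 at 59000001 to 60000000 had a log2 difference of 1.43 ± 0.11. On chromosome 20 the window of BCAS1, ZNF217 and CYP24A1 at 52000001 to 53000000 had 1.41 ± 0.12, that of DOK5 1.29 ± 0.14 and that of NCOA3 and SULF2 1.05 ± 0.10. APPBP2 and PPM1D lay in a window at 1.07 ± 0.11, RPS6KB1 at 0.96 ± 0.13, PREX1 at 0.87 ± 0.11, the mitotic kinase gene AURKA at 0.79 ± 0.11, PTPN1 at 0.54 ± 0.12 and EYA2 at 0.48 ± 0.09. The window of TSHZ2 had 0.02 ± 0.11 (adjusted p = 0.879). On chromosome 9 the window of CDKN2A and MTAP at 21000001 to 22000000 was lower in MCF7 (-0.89 ± 0.16, adjusted p = 0.000402), and that of CDKN2B had -0.49 ± 0.19 (adjusted p = 0.0571). Mean summits in the CDKN2A window were 17.5 in MCF7, 20.5 in U2OS and 40 in HEK293T, and the HEK293T contrast there was 1.00 ± 0.16 (adjusted p = 0.000152), so that much of the MCF7 difference lay against HEK293T.

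HEK293T was highest on chromosome 13 at 72000001 to 73000000, the window of DACH1, with a log2 difference of 2.07 ± 0.24 (SE, limma adjusted p = 8.18e-06). It was also higher on X at 120000001 to 121000000 (2.05 ± 0.20, the CT47A cancer/testis gene cluster and GLUD2), on chromosome 13 at 66000001 to 68000000 (2.03 ± 0.19, PCDH9) and at 62000001 to 63000000 (1.87 ± 0.16), and on X at 107000001 to 108000000 (1.93 ± 0.14, the basement membrane collagen genes COL4A5 and COL4A6). It was lower on chromosome 18 at 4000001 to 6000000 (-2.10 ± 0.16, EPB41L3 and L3MBTL4), at 1000001 to 2000000 (-1.61 ± 0.16) and at 14000001 to 15000000 (-1.30 ± 0.13, ZNF519), on chromosome 3 at 192000001 to 193000000 (-1.56 ± 0.13, FGF12) and on chromosome 15 at 50000001 to 51000000 (-1.29 ± 0.20). In that chromosome 15 window mean summits were 11 in HEK293T, 14.5 in U2OS and 59.5 in MCF7, so much of the difference lay against MCF7. On X 122 of 149 windows were higher in HEK293T and 0 were lower, with a median log2 difference of 0.79. The X median was 0.22 in the MCF7 contrast and -0.99 in the U2OS contrast, so much of the HEK293T difference lay against U2OS.

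U2OS was highest on chromosome 9 at 27000001 to 28000000, the window of the angiopoietin receptor gene TEK and of C9orf72, with a log2 difference of 1.62 ± 0.13 (SE, limma adjusted p = 1.26e-07). It was higher on chromosome 15 at 61000001 to 63000000 (1.45 ± 0.13, the nuclear receptor gene RORA) and on chromosome 18 at 14000001 to 15000000 (1.41 ± 0.13), at 1000001 to 2000000 (1.37 ± 0.16) and at 5000001 to 6000000 (1.37 ± 0.16). At 1000001 to 2000000 mean summits were 31 in U2OS, 22.5 in MCF7 and 8 in HEK293T. At 5000001 to 6000000 they were 46, 39.5 and 9 in the same order, so much of these differences lay against HEK293T. U2OS was lower on X at 14000001 to 15000000 (-3.31 ± 0.25, GLRA2), at 130000001 to 132000000 (-2.73 ± 0.16, with HS6ST2 and MBNL3) and at 138000001 to 139000000 (-2.35 ± 0.15, the coagulation factor gene F9 and FGF13). The GLRA2 window had a mean of 1 summit in U2OS, no more than the pseudocount. Chromosome 12 at 83000001 to 84000000 (-2.61 ± 0.23, TMTC2) and chromosome 7 at 149000001 to 150000000 (-2.37 ± 0.11, the zinc finger genes ZNF777, ZNF746, ZNF467 and ZNF862) were lower as well. On X 106 of 149 windows were lower (median -0.99) and on chromosome 13 55 of 96 were (median -0.59), while 27 of 35 windows of chromosome 22 were higher. In MCF7 33 of the 35 windows of chromosome 22 were lower, with a median of -0.62. The chromosome 22 median was 0.33 in U2OS and 0.24 in HEK293T, so much of the U2OS difference there lay against MCF7.

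Of 2836 windows 514 were higher and 489 lower in MCF7, 541 higher and 525 lower in HEK293T, and 672 higher and 570 lower in U2OS (limma, adjusted p below 0.05). The libraries of the line lay wholly above or below the other 4 in 34.2% of windows for MCF7, 36.7% for HEK293T and 44.3% for U2OS, where chance gives 13.3%. The MCF7 count was 592 without MCF7 replicate 2 and 654 with 2 Mb windows, the HEK293T count 696 without HEK293T replicate 2, and the U2OS count 808 with 2 Mb windows. The 3 contrasts share libraries, so their calls are not independent of each other.

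**Figure D2:**
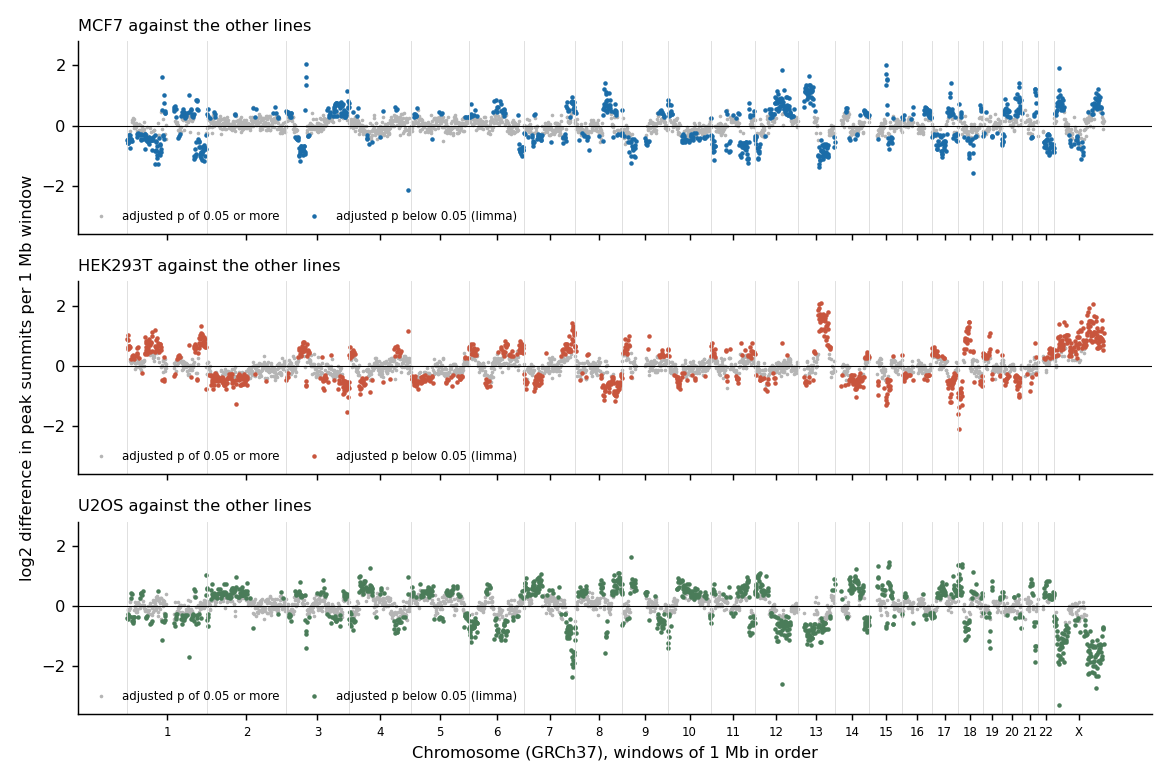
Each point is a 1 Mb window, placed by chromosome along the x axis; the y axis gives the log2 difference in peak summits between the named line and the mean of the other lines, coloured where the limma adjusted p is below 0.05. Chromosome X lies above 0 in HEK293T (122 of 149 windows called higher) and below 0 in U2OS (106 called lower). In MCF7 54 windows of X were called higher and 17 lower.

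Incubation temperature was compared within MCF7. Peaks found in both 4 °C libraries and neither 16 °C library numbered 17060 and lay at 1353 promoters. The best-ranked were those of the corticotropin-releasing hormone receptor gene CRHR2 (chromosome 7, 30720925 to 30721170, lowest percentile 85.7), the netrin gene NTN4 (chromosome 12, 96184349 to 96184632, 84.9), the forkhead factor gene FOXP1 (chromosome 3, 71633338 to 71633647, 83.6), FBXL14 (83.2) and ADGRA3 (83.1). In the other direction 1486 peaks lay at 42 promoters, with CENPW, a centromere protein gene (chromosome 6, 126661905 to 126662067, lowest percentile 62.7), the homeobox gene EVX2 (60.7), GBF1 (59.04), SS18L1 (49.8) and NBPF12 (48.2) ranked best. Mixed pairs, of 1 library from each temperature, gave 1133 to 11635 peaks by the same rule. Of the 16 °C regions 88.5% overlapped a 4 °C region, and 56.7% of the 4 °C regions overlapped a 16 °C region. The libraries closest in length, 16 °C replicate 1 with 105071 peaks and 4 °C replicate 2 with 106986, overlapped in 70.3% and 69.1% of their peaks.

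By window, MCF7 at 16 °C was higher on chromosome 1 at 146000001 to 147000000 (log2 difference 0.65 ± 0.13 SE, limma adjusted p = 0.00261, with NBPF12) and on chromosome 10 at 18000001 to 19000000 (0.57 ± 0.13, with the calcium channel gene CACNB2). It was lower on chromosome 14 at 102000001 to 103000000 (-0.58 ± 0.13, with the chaperone gene HSP90AA1 and the dynein gene DYNC1H1) and on chromosome 22 at 42000001 to 43000000 (-0.55 ± 0.13, XRCC6 and CYP2D6) and at 19000001 to 20000000 (-0.54 ± 0.13, TBX1 and CDC45). These 2 higher and 3 lower windows were all that passed among 2832 (307 at an unadjusted p below 0.05), and scaling to the median window gave 2 higher and 8 lower. The libraries of the temperatures lay apart in 43.4% of windows, where chance gives 33.3%. The count was 178 without 16 °C replicate 1, 0 without 4 °C replicate 1 or 16 °C replicate 2, 1 without 4 °C replicate 2, 11 with 0.5 Mb windows, 38 with stricter peaks and 0 with lists of equal length.

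Promoters held more peak summits, and coding exons fewer, than random placement gave. Within 1 kb of a TSS lay 7.48% ± 0.557 of summits (SD, n = 8 libraries) against 3.48% of placed positions, a log2 ratio of 1.1 ± 0.12. By group the promoter log2 ratio was 1.22 ± 0.01 in HEK293T, 1.15 ± 0.01 in MCF7, 1.08 ± 0.04 in U2OS and 0.94 ± 0.09 in MCF7 at 16 °C (SD, n = 2 each). Coding exons had a ratio of -0.40 ± 0.17, other exons -0.34 ± 0.09, 3' UTRs -0.20 ± 0.13, 5' UTRs beyond the promoter -0.68 ± 0.28, intergenic sequence -0.10 ± 0.04 and introns -0.02 ± 0.01. Introns held 55.1% ± 0.424 of summits and intergenic sequence 34.7% ± 0.971. Against placement matched on GC content the promoter ratio was 0.16 ± 0.03, the coding exon ratio -1.43 ± 0.12 and the intron ratio 0.04 ± 0.01. With a promoter that ended 100 bp downstream of the TSS the 5' UTR ratio was 0.69 and the intron ratio 0.02.

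**Figure D3:**
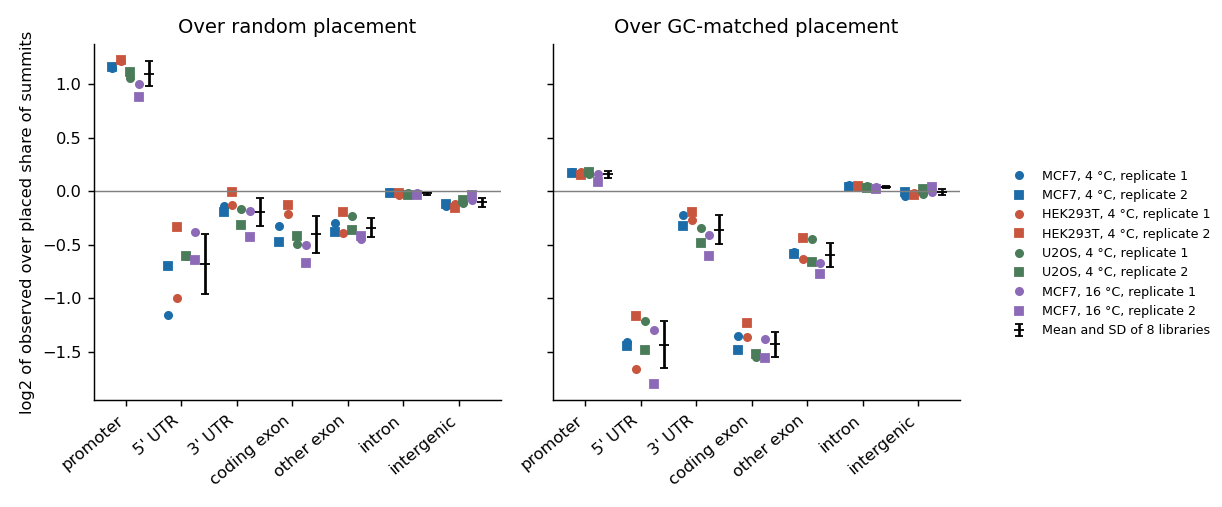
The y axis gives the log2 of the observed over the placed share of peak summits in each annotated feature, over random placement (left) and over placement matched on GC content (right); symbols are single libraries by group and black bars the mean and SD of 8 libraries. The promoter mean falls from 1.1 to 0.16 and the coding exon mean from -0.40 to -1.43 when GC content is matched.

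Within 10 kb of a TSS lay 33.6% ± 1.16 of summits against 25.2% of placed positions, a ratio of 1.34 ± 0.04 (SD, n = 8), and within 1 kb the ratio was 2.15 ± 0.17. Counted from protein-coding TSS alone, 22.4% ± 1.098 lay within 10 kb, a ratio of 1.41 ± 0.06. Of the regions shared by 3 lines 34.1% lay within 10 kb of any TSS (95% Wilson interval 33.7% to 34.5%) and 22.6% within 10 kb of a protein-coding TSS. The median distance to the nearest TSS was 20070 bp for summits and 28424 bp for placed positions. Around 19465 canonical TSS the summit density was 29.5 ± 8.65 per 1000 TSS in the 200 bp bin on the TSS, 31.8 ± 8.57 at -200 bp and 35.2 ± 10.4 at 400 bp downstream.

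Cytosine-run patterns, 4 runs of at least 3 C with loops of 1 to 12 bases, lay within 100 bp of the summit in 40.2% ± 1.71 of peaks (SD, n = 8 libraries). Random placement gave 4.47%, a ratio of 8.99 ± 0.33, and placement matched on GC content 11.4%, a ratio of 3.54 ± 0.32. MCF7 at 4 °C had 39.3% ± 1.73, HEK293T 40.6% ± 2.71, U2OS 40.7% ± 2.43 and MCF7 at 16 °C 40.4% ± 1.24 (SD, n = 2 each), differences within the spread between replicates. The shared regions had the pattern in 48.3% (95% Wilson interval 47.9% to 48.8%). Sequence within 100 bp of a summit had a median GC content of 49.9% ± 0.787 against 40.5% for placed positions. The median pyrimidine share of the strand richer in pyrimidine was 68.2% ± 1.17 against 55.2%. Most genomic matches of the pattern carried no peak, since 11.1% ± 2.32 of 704164 matches lay under a peak of a given library. Matches whose C-rich strand was at least 90% pyrimidine lay under a peak in 41.5% ± 3.67 of cases, those of 80% to 90% in 11.8% ± 2.92, those of 70% to 80% in 8.39% ± 2.34 and those below 70% in 4.02% ± 1.47. At a GC content of 50% to 60% the same classes had 51.8% ± 4.20, 15.3% ± 3.70, 10.0% ± 2.75 and 3.96% ± 1.41.

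**Figure D4:**
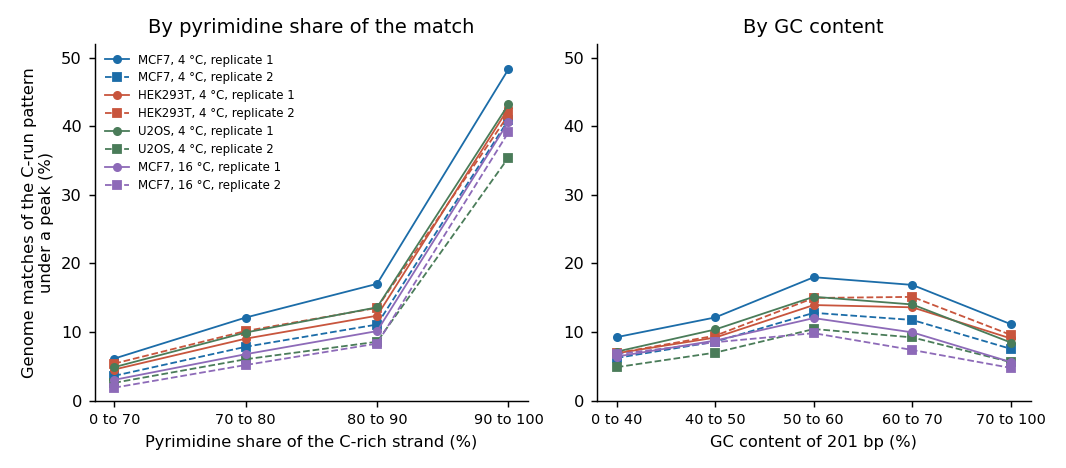
The y axis gives the percent of genome matches of the cytosine-run pattern that lie under a peak, by the pyrimidine share of the C-rich strand (left) and by the GC content around the match (right); each line is 1 library. The class of 90% to 100% pyrimidine averages 41.5% and the class below 70% averages 4.02%.

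Gene lists differed in how often a shared region lay within 1 kb of a TSS, which was so for 3015 of 19785 protein-coding genes (15.2%). Ion channel genes were among the highest. The paper had already reported channels among the ontology terms tied to i-motif regions of these libraries, so the channel lists are not independent evidence. Of 94 potassium channel genes 32 (34.0%) had a region (two-sided Fisher's exact test, adjusted p = 9.3e-05 over 24 lists), led by KCNB1 (chromosome 20, 48099876 to 48100182, lowest percentile 89.7), KCNK15, KCNN1 and KCNK2. Of 40 sodium and calcium channel genes 16 had one (40%, adjusted p = 0.000629), among them CACNA1I, SCN10A, CACNA1S and SCN4B. Of 150 developmental transcription factor genes 42 had one (28.0%, adjusted p = 0.00032), led by FOXK1 (chromosome 7, 4720153 to 4721219, lowest percentile 93.5), SIX3, IRX3 and SIX5. HOX genes, which pattern the body axis, had 13 of 39 (33.3%, adjusted p = 0.0162), with HOXB9, HOXA4, HOXB8 and HOXC13 ranked best. RHO GTPase regulators had 21 of 72 (29.2%, adjusted p = 0.00877), led by ARHGEF11, ARHGAP10, ARHGEF2 and ARHGAP33. Bone and mesenchymal genes had 8 of 20 (40%, adjusted p = 0.0173), led by SATB2, THY1, SP7 and ZEB2. Under stricter peaks the difference from other genes fell from 18.1 to 8.64 points for HOX genes, from 13.98 to 10.4 for RHO regulators and from 24.8 to 18.1 for bone genes, and the calls were lost (adjusted p = 0.207, 0.0536 and 0.0747). The HOX call was also lost with reciprocal overlap (adjusted p = 0.0797) and equal lengths (0.551), the RHO call with the canonical TSS (0.162), and the bone call with reciprocal overlap (0.114), equal lengths (0.0526), promoters of 2.5 kb (0.109) and the canonical TSS (0.0625).

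Olfactory receptor genes had few regions, 14 of 381 (3.67%, adjusted p = 8.46e-12), with OR7G3, OR5AP2, OR10H5 and OR10K1 ranked best. Their promoters averaged 39.9% GC, and among random lists matched on promoter GC their share lay at the 15.9th percentile. Replication-dependent histone genes had 0 of 65 (Fisher's exact test, adjusted p = 0.000289), at percentile 0.045 of the matched lists. Fisher's exact test and the matched lists both treat genes as independent. For any list whose genes lie close together, as gene families can, the p-values and percentiles therefore overstate the evidence. Across 5 classes of promoter GC the share of all genes with a region rose from 5.64% to 23.8%.

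The list of promoters that the study tested as oligonucleotides was chosen by the study on these samples and is not independent evidence. Its 16 genes are all those whose promoter sequences the study lists, some with several sequences, and 9 had a shared region (adjusted p = 0.000721), namely FEV, HOXC13, KMT2A, NPM1, OLIG2, PBX1, SIX1, SOCS1 and UBR5. The HOXC13 region lay on chromosome 12 at 54332516 to 54332684, centred 15 bp upstream of the TSS. A peak lay at the NDRG1 promoter in each of the 6 libraries at 4 °C without a common region, at those of ROBO2, SIRPA and TSC1 in 5, at those of PPM1D and PRF1 in 3, and at that of the thyrotropin receptor gene TSHR in 2. Of 15 genes with promoters known from i-motif or G-quadruplex studies 5 had a shared region within 1 kb of a TSS (33.3%, Fisher's exact test, adjusted p = 0.112). They were KRAS (chromosome 12, 25403966 to 25404209, 218 bp upstream of the TSS, lowest percentile 88.7), the apoptosis inhibitor gene BCL2 (67.5), the growth factor gene VEGFA (21.8), the telomerase gene TERT (20.9) and the receptor kinase gene KIT (3.34). The TSS of any basic transcript counted, including those inside a gene. A region listed here therefore need not lie at the promoter studied before. MYC and PDGFA had a peak in 4 of the 6 libraries at 4 °C, INS in 3, MYB and RET in 2, CCND1, HRAS and PDGFRB in 1, and HIF1A and RB1 in 0.

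The other 15 lists did not pass the adjusted threshold. Among cell cycle lists, G0/G1 and quiescence genes had a region in 4 of 35 (CCND2, KLF6, FOXO3 and E2F5, adjusted p = 0.703), DNA replication genes in 3 of 38 (POLD1, TK1 and LIG1, adjusted p = 0.331) and mitosis genes in 1 of 37 (CDC25B, adjusted p = 0.0777). Neurotransmitter receptor genes had 22 of 96 (HTR1D, HTR1A, CHRNG and GRIK5 ranked best, adjusted p = 0.0901, percentile 98.4 of the lists matched on promoter GC), protocadherins and cadherins 7 of 89 (PCDH20 ranked best, 0.0997) and collagens, laminins and fibrillins 13 of 65 (FBN2 and COL7A1, 0.357). Cytosolic ribosomal proteins had 6 of 86 (RPL8 and RPL36, adjusted p = 0.0777, percentile 2.06 of the matched lists), nuclear-encoded respiratory chain genes 10 of 83 (NDUFA8 and NDUFS2, 0.617), keratins and keratin-associated proteins 21 of 149 (KRTAP10-3, 0.854) and ZNF zinc finger genes 65 of 503 (ZNF512B, 0.21). Luminal breast genes had 5 of 20 (GREB1 and TFAP2A, adjusted p = 0.287), embryonic kidney and neural genes 6 of 20 (ENO2 and STMN2, 0.162), the MCF7 gain list 6 of 20 (APPBP2 and DOK5, 0.162) and the 9p21 deletion list 0 of 3 (Fisher's exact test, p = 1). In single libraries 75% of the gain list had a peak in each MCF7 library at 4 °C and 70% in each at 16 °C, against 50% in each HEK293T library and 55% and 35% in U2OS. All protein-coding genes had 37.4% and 27.3% in MCF7 at 4 °C, 23.9% and 19.3% at 16 °C, 29.3% and 33.9% in HEK293T, and 32.5% and 21.4% in U2OS. G0/G1 genes lay above all genes in 5 of the 6 libraries at 4 °C and below in U2OS replicate 2 (17.1%) and in the 16 °C libraries (14.3% and 17.1%). The excess was small in MCF7 replicate 2 (28.6% of G0/G1 genes) and U2OS replicate 1 (34.3%). Promoters of G0/G1 genes averaged 60.7% GC, and all genes are not matched on GC. Their shared-region share of 11.4% lay at the 11.8th percentile of lists matched on promoter GC, which averaged 19.5%. Without U2OS replicate 2 their shared regions were 1.84 points above other genes.

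**Figure D5:**
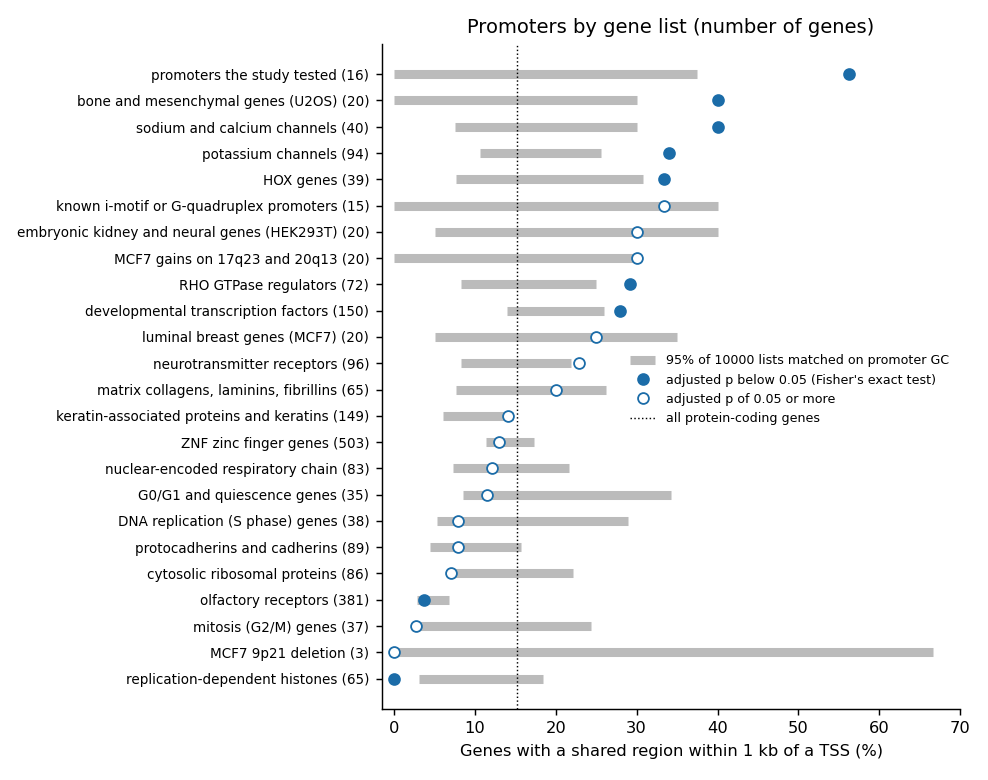
The x axis gives the percent of each list's genes with a shared region within 1 kb of a TSS; circles are lists (filled where the adjusted p of Fisher's exact test is below 0.05), grey bars hold 95% of 10000 random lists matched on promoter GC, and the dotted line marks all protein-coding genes at 15.2%. Potassium channels lie at 34.0% and replication-dependent histones at 0.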

Values the study reported

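The study reported 96,086 i-motif regions in MCF7 DNA, 86,826 in HEK293T and, in its text, 73,320 in U2OS, with 72,320 for U2OS in a figure legend. It gave 53,153 regions found among all cell lines. It placed less than 30% of the regions within 10 kb of a transcription start site. The paper names RefSeq genes for its start sites, while the shares above used basic transcripts of protein-coding and lncRNA genes. These sets are unlike, so the shares are not directly comparable.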

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

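The tests reported in this part were all chosen after the related results had been seen. Each library held peaks outside the main chromosomes, sequence that entered the peak numbers and the rebuilt intersections but no other comparison. They were listed here because they exceed 3, the limit that a count of 0 allows, which any list with a few such peaks passes. They numbered 482 and 383 in MCF7 replicates 1 and 2 at 4 °C, 406 and 465 in HEK293T, 507 and 318 in U2OS, and 419 and 399 in MCF7 at 16 °C. Between 59 and 92 of them per library lay on the unplaced contig gl000216, 14 to 30 on gl000220, and 7 to 15 on the mitochondrial genome.

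The first pattern weighed was the set of windows that differed between lines. Lists of equal length still gave 3137 calls over the 3 contrasts, against 3311 with the full lists, which argues against list length as the whole cause. Noise in the libraries fitted is argued against by a separate fit of MCF7 at 4 °C against replicate 1 of the other lines, since both 16 °C libraries, set against replicate 2, lay on the called side in 89.1% of its 986 called windows and in 49.7% of the others. Copy number remains open, as the 11 windows that hold the gain list had a median log2 difference of 0.96, above each of 10000 random sets of windows. Those 11 windows lie close together on chromosomes 17 and 20 and are not independent, so that rank cannot be read as a p-value. Whether the cell lines also differ in i-motif content at equal copy number stays an untested hypothesis, since the inputs were not analysed here.

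The second pattern was the place of the strongest peaks in long pyrimidine tracts, since a 40 bp all-pyrimidine or all-purine tract lay in 80.7% ± 7.65 of the strongest 10% (SD, n = 8 libraries). Tandem repeats that draw reads whatever their bases are argued against by CA or TG repeats, which in the strongest 10% had 0.171 ± 0.0417 times the genome's share. In the weakest 10% they had 2.04 ± 0.458 times that share, so such repeats stay open as a source of weak peaks. GC content is argued against by random windows of matched GC, of which 0.597% held such a tract. No biological explanation was tested, and whether the tracts fold or are preferred by the antibody or the library preparation stays open.

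The third pattern was the lower promoter share in MCF7 at 16 °C, where the promoter log2 ratio was lower by 0.21 than at 4 °C. Shorter lists are argued against, as lists of equal length gave a difference of 0.22. The GC content of the peaks stays open as a cause, since the difference was 0.0523 over placements matched on GC content. An effect of incubation temperature on folding was not tested apart from these explanations, with 2 libraries at each temperature.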

How the results depend on the processing

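The values for the canonical transcript's TSS, and for feature shares with each library left out, came from tests chosen after the data had been seen. Of 455 alternative values for 51 results, 384 were classed as the same, 38 moved, 11 became weaker, 12 became stronger and 10 reversed. Differences and p-values were the same where direction and side of the threshold held, and other values where they stayed within the spread between replicates. Counts were the same within a set ratio of the reported count, even where calls were lost. Leaving out each library in turn gave 11864 to 36859 line-restricted peaks, 592 to 1063 windows for MCF7, 696 to 1154 for HEK293T, 995 to 1141 for U2OS and 0 to 178 for temperature; a library left alone in its group was assumed to vary like the others. Windows of 2 Mb gave 654 calls for MCF7 and 808 for U2OS, from fewer windows tested. For temperature, windows of 0.5 Mb gave 11 calls, median scaling 10, stricter peaks 38 and equal lengths 0, and the cause was not tested. Matched GC content gave a promoter log2 ratio of 0.16, an intron ratio of 0.03995 and a fold of 3.54 for the cytosine-run pattern. The promoter that ended 100 bp downstream gave 0.69 for 5' UTRs and 0.0153 for introns, since sequence just downstream of the TSS was then counted there. Protein-coding TSS gave a fold of 1.41 within 10 kb. The fold of the cytosine-run pattern was 10.9 with loops of 1 to 7, 9.37 with runs of 5 C, 9.48 with stricter peaks and 9.60 with equal lengths. For gene lists, where 258 of 288 values stayed the same, the difference from other genes reversed for collagens at 2.5 kb (-0.718 points), for keratins at 2.5 kb (2.60), with reciprocal overlap (0.204), with matched lists (3.85) and with the canonical TSS (0.915), for the 9p21 list without MCF7 replicate 2 (-18.2 to 17.04 over the libraries left out) and for G0/G1 genes without U2OS replicate 2 (-4.88 to 1.84), and the cause was not tested. The lists past the threshold, 7 higher and 2 lower as reported, were 4 higher and 2 lower with stricter peaks, 5 higher and 2 lower with equal lengths and with the canonical TSS, 6 higher and 3 lower with reciprocal overlap, 6 higher and 6 lower at 2.5 kb, and 9 higher and 3 lower without U2OS replicate 2. Against lists matched on promoter GC they were 8 higher and 2 lower, all at an unadjusted two-sided permutation p below 0.05, unlike the adjusted counts above. Neurotransmitter receptors and ribosomal proteins then passed (permutation p = 0.0315 and 0.0411) and olfactory receptors did not (permutation p = 0.318). HOX genes stayed among the higher lists on this unadjusted footing, at percentile 98.44. The replicate number as a block gave 1004, 1078, 1248 and 7 calls, and libraries that shared a number correlated between groups at -0.162 to 0.251. With 2 libraries per group these values cannot decide whether the numbers mark pairs. Depth limits these results, since a library read more shallowly yields fewer weak peaks and the lists do not give depth.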

Other observations

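The repeat counts, the density around the TSS and the 9p21 span reported in this part were tests chosen after related results had been seen. The 9p21 span from MTAP to CDKN2B, on chromosome 9 at 21802635 to 22009304, held 3 and 2 peaks in the MCF7 libraries at 4 °C and 2 in each at 16 °C. HEK293T had 13 and 14 and U2OS 8 and 7. Each MCF7 peak there overlapped a peak in all 4 libraries of the other lines. At promoters, CDKN2A had a peak in MCF7 replicate 1 at 4 °C and in the 4 libraries of the other lines, and CDKN2B and MTAP had 0.

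CT or GA repeats were 14.1 ± 3.39 times as frequent in the strongest 10% of peaks as in the genome (SD, n = 8 libraries), 10.7 ± 1.94 times in the weakest 10% and 9.56 times in all peaks. AT repeats had 0.0372 times the genome's share in the strongest 10%. The density of summits rose toward the TSS from 12.2 ± 3.10 per 1000 TSS at -3000 bp. Divided by the density of cytosine-run pattern matches, it fell from 0.152 at -3000 bp to 0.0573 at the TSS and 0.0542 at 200 bp downstream. This ratio counts all summits, with or without the pattern, so it is not the share of matches under a peak.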
